A study of Arabidopsis thaliana with 6 samples.

How the data were processed

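Single-cell RNA profiles of 6 libraries were analysed, grouped as labelled. Each came from roots of 7-day-old Arabidopsis thaliana seedlings of the Col-0 ecotype that were moved to medium with or without β-estradiol and collected 24 hours later. There were 3 lines, each carrying an inducible copy of VND7, MYB46 or MYB83, which encode transcription factors of xylem and secondary wall formation. Each line had 1 induced and 1 control library. Root cells were freed of their walls to give protoplasts and run through Drop-seq, which captures each cell's RNA in a droplet on a bead with its own cell barcode and tags each captured molecule with a unique molecular identifier (UMI). The protocol text lists several estradiol concentrations and does not say which was used for a given library, so no dose is given here.

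The deposited files hold UMI counts per gene and cell barcode, not normalized, with 1 file per library. The unit was read from the values, which were whole numbers with a different total in every barcode, and from the Drop-seq method named per the labels' protocols. The aligner, the genome build, the annotation, the rule that chose the barcodes and the treatment of reads shared between gene copies or overlapping genes are not given in the sources used here. No coordinates are therefore printed. Gene symbols and gene neighbours were taken from a RefSeq gene table of the TAIR10.1 assembly, in which 29949 of the 30145 locus identifiers (99.3%) were found. These 29949 were the nuclear genes. The remaining identifiers were organelle genes, which held 0.600% to 1.28% of the UMIs of a library and were left out of library sizes. No line of a file lacked a gene name (0 such lines).

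UMIs were summed over the barcodes of a library and expressed as counts per 1000000 nuclear UMIs (CPM). Log2 ratios of induced over control used CPM with a pseudocount of 10, which understates the change of low genes. Intervals at the 95% level were exact Poisson for sums, exact conditional for ratios of sums and Clopper-Pearson for shares of cells. A count of 0 was set against a floor of 3 UMIs per library, and a share of 0 cells against 3 cells. As each group was 1 library, all intervals cover counting error only, no p-value was computed from cells, and no difference between an induced library and its control has a replicate check.

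The secondary wall list held 26 genes of cellulose, xylan and lignin polymerization. Lists for monolignol synthesis, programmed cell death and xylem transcription factors, and marker lists for root hair cells, non-hair epidermis, cortex, endodermis, pericycle and stele, phloem, root cap, dividing cells and xylem, were fixed with it. Of the 12 xylem markers, 10 were also in the secondary wall list and 2 in the programmed cell death list. A list gene needed 10 UMIs over the 6 libraries. A list's median log2 ratio was set against 10000 random lists of the same size, each gene drawn from the 200 genes nearest to it in mean expression.

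The test of a response shared by the lines was edgeR's quasi-likelihood test (version 4.0.16, R 4.3.3) of induced against control on the summed counts, with line as a covariate, TMM normalization, edgeR's filter on low counts and Benjamini-Hochberg adjustment at 0.05. The 3 lines stood as the replicates of induction. On simulated counts for the same 17717 genes, 200 of them changed, the test recovered 19.0% of the changed genes at the dispersion estimated from these libraries and 98.5% at a dispersion of 0.01. DESeq2 1.42.0 was the alternative tool. Correlations between the responses of the lines ran across genes with 50 or more UMIs over the 6 libraries, and genes are not independent replicates.

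For values per cell, barcodes were thinned at random to 500 nuclear UMIs and shallower barcodes were left out. On simulated cells of 600, 5000 and 50000 UMIs with an expected positive share of 43.5%, thinning gave 45.5%, 43.2% and 41.2%. Clusters were computed with scanpy 1.11.5 and leidenalg 0.10.2 from 3842 barcodes with 500 or more UMIs, each gene centred and scaled within its library, with 2000 variable genes, 20 principal components, 15 neighbours and a Leiden resolution of 1. The secondary wall list, the other response lists and the xylem markers were left out of the clustering. A cluster was called X-like when the median log2 fold of its markers was at least 1.5, at least 3 markers were 2-fold higher and its leading 10 genes held no more markers of another class than its own. The threshold of 1.5 was set after the data were seen. A class was compared between libraries only with at least 10 barcodes in each. Scrublet, run through scanpy with an expected doublet rate of 6%, marked 7 of the 3897 barcodes (0.180%), so it was treated as not having worked and doublets were kept.

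The genes named in the text followed a rule: the 3 transgenes, CESA4, CESA7 and CESA8 in every library, and in each line the 5 highest and 5 lowest log2 ratios among genes with 50 or more UMIs over the line's libraries, with the line's own transgene left out. Any other gene named was chosen after its values were seen, except members of the fixed lists. The groups, gene lists, markers, tests, naming rule and first set of alternatives were chosen before the data were examined. The alternatives varied the barcodes used, the library size, the weight of cells, the pseudocount, the filters, the tool, the thinning depth and the clustering. Alternatives with another control library, without GXM1 and GXM2, without the deepest 5% of barcodes, and inside the induced libraries were chosen after seeing the data, as were all alternatives for single genes and DESeq2's size factors for the list median.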

Results

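The series asks how transcription factors that act early in xylem formation switch root cells towards a secondary wall, the thick layer of cellulose, xylan and lignin that vessel cells deposit. VND7 is a NAC-domain factor, and MYB46 and MYB83 are MYB factors of the same regulatory network. For each of the 3 lines, 1 library from roots treated with β-estradiol for 24 hours was compared with 1 library from roots on control medium. The files held 3897 barcodes and 47267891 UMIs, and 18779 genes were listed in every library.

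The libraries differed in size. The VND7 induced library held 199 barcodes and 4672426 UMIs, and the VND7 control held 1 barcode fewer and 2491593 UMIs. The MYB46 induced library held 1000 barcodes and 13820041 UMIs, against 500 barcodes and 9719768 UMIs in the library labelled MYB46 control. The MYB83 induced library held 800 barcodes and 12303277 UMIs, against 1200 barcodes and 4260786 UMIs in the library labelled MYB83 control. The median number of UMIs per barcode was 14887 in the VND7 induced library, 8026 in its control, 8608.5 in the MYB46 induced library, 10620 in the library labelled MYB46 control, 8257 in the MYB83 induced library and 2159 in the library labelled MYB83 control. The shallowest library had a median of 1378 genes per barcode and the deepest 4515.

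The induced transgene was examined first, because it checks the labels. VND7 reached 1758 CPM in the VND7 induced library (8154 UMIs) and 20.6 in its control (51 UMIs), an 85.3-fold difference (95% interval 64.8 to 115). MYB46 reached 3347 CPM in the MYB46 induced library (45898 UMIs) against 1 UMI in the library labelled MYB46 control, a ratio of 32337 with a counting interval from 5804 to 1.28e+06. MYB83 reached 33.6 CPM in the MYB83 induced library (411 UMIs) and 0 UMIs in the library labelled MYB83 control, at least 47.1-fold higher when 3 UMIs are allowed for the 0. Of the alternatives for the transgene level, the mean over barcodes moved VND7 most, from a log2 ratio of 6.41 to 7.73. Taking only the deepest barcodes of each library, as many as the smallest library holds, moved the lower bound for MYB83 from 5.56 to 4.08.

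UMIs of each of these genes were also found outside its own line. The counts are per gene, so the transgene and the plant's own copy of the gene cannot be told apart. The VND7 induced library held 1179 MYB46 UMIs (254 CPM) and 72 MYB83 UMIs (15.5 CPM), and its control 16 and 0. The MYB46 induced library held 32 VND7 and 44 MYB83 UMIs. The MYB83 induced library held 5 VND7 and 5 MYB46 UMIs. The library labelled MYB83 control held 46 VND7 UMIs (10.9 CPM) and 1 MYB46 UMI, and the library labelled MYB46 control held 23 MYB83 UMIs (2.38 CPM) and 4 VND7 UMIs. For this reason these controls are called by their labels throughout, and every direction in the MYB46 and MYB83 lines rests on those labels.

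The transgene was unevenly distributed among cells. At least 1 VND7 UMI was found in 80.9% of VND7 induced cells (74.7% to 86.1%) and in 19.7% of control cells, at median depths of 14704 and 7949 nuclear UMIs. MYB46 was found in 85.3% of MYB46 induced cells (83% to 87.4%) and in 0.2% of the cells of the library labelled MYB46 control, at median depths of 8536.5 and 10559. MYB83 was found in 18.8% of MYB83 induced cells (16.1% to 21.6%) and in 0 of 1200 cells of the library labelled MYB83 control, at median depths of 8201.5 and 2124.5. After thinning to 500 UMIs the shares were 37.2% against 1.01% for VND7, 49.4% against 0% for MYB46 and 2.63% against 0% for MYB83. The last pair of zeros allows shares of cells with a UMI at this depth of up to 0.6% and 0.262%, and does not limit the cells that express the gene at a lower level. No cell class can be taken to lack an inducible transgene, so the control libraries are the background here.

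The comparison of the secondary wall list between induced and control libraries asks whether each factor raised the genes that build the wall. In the VND7 line the list rose from 356 to 4744 CPM, 13.3-fold (12.5 to 14.3). In the MYB46 line it rose from 148 to 513 CPM, 3.46-fold (3.27 to 3.66). In the MYB83 line it was 201 CPM in the library labelled control and 174 in the induced library, a ratio of 0.862 (0.795 to 0.934). GXM1 and GXM2 methylate xylan. They supplied 43.3%, 52.6% and 43.9% of the list's UMIs in the VND7 control and the libraries labelled MYB46 and MYB83 control. Both had a higher CPM in root hair cell-like cells there. GXM2 UMIs lay mostly in these cells, at 86, 70 and 57 against 21, 17 and 12 in all other cells. GXM1 UMIs lay mostly outside them, at 182, 550 and 181 against 92, 117 and 120. Without GXM1 and GXM2 the ratios were 19.9, 5.03 and 0.794. The choice of control library moved these values most. Against the library labelled MYB46 control the VND7 ratio was 32.0, against the VND7 control the MYB46 ratio was 1.44, and the MYB83 ratio ranged from 0.488 against the VND7 control to 1.17 against the library labelled MYB46 control, where its direction reversed.

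**Figure D1:**
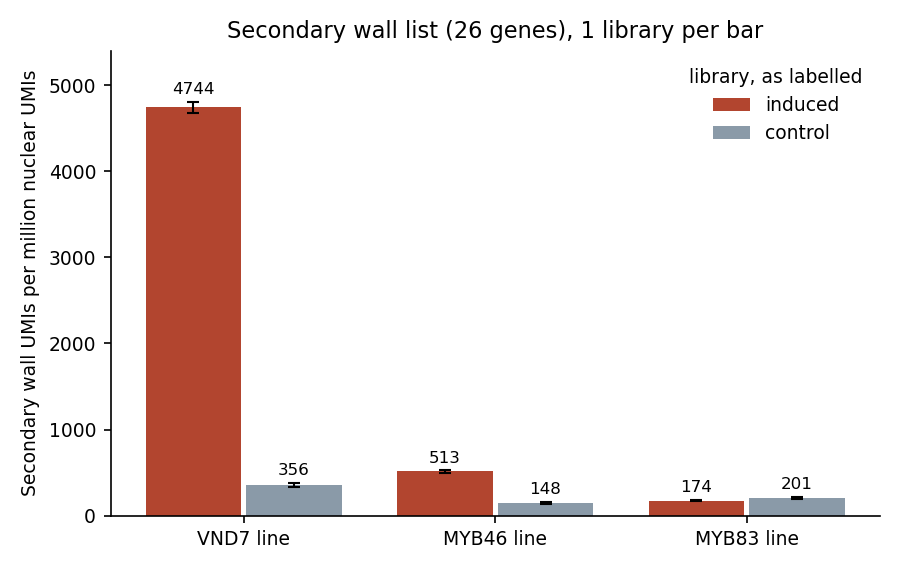
UMIs of the 26 secondary wall genes per 1000000 nuclear UMIs (CPM, vertical axis) in the induced and control library of each line, 1 library per bar, with 95% Poisson intervals that cover counting error only. The VND7 induced library stands at 4744 CPM and the MYB46 induced library at 513, while the MYB83 libraries stand at 174 induced and 201 in the library labelled control.

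The 3 cellulose synthases of the secondary wall followed the list. CESA4 held 641 CPM in the VND7 induced library and 18.2 in its control, 56.5 in the MYB46 induced library and 1.04 in the library labelled MYB46 control, and 4.17 in the MYB83 induced library and 6.18 in the library labelled MYB83 control. CESA7 held 192 against 2.83, 37.1 against 1.97 and 2.70 against 2.38 CPM in the same order of libraries. CESA8 held 408 against 8.08, 9.99 against 0.518 and 0.572 against 1.66. In the MYB83 line the intervals of induced and control overlapped for each of the 3 genes, so a difference was not detectable at this depth.

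Across genes, the median log2 ratio of the secondary wall list was 2.83 in the VND7 line, 0.62 in the MYB46 line and -0.05 in the MYB83 line, at the 100th, 100th and 33.2nd percentile of random lists. The median of all genes was itself 0.22 in the VND7 line at library-size scaling, 0.17 with TMM factors and 0.07 with DESeq2's size factors, and values for that line should be read against this shift. The pseudocount moved the VND7 and MYB46 medians of the secondary wall list most, to 4.18 and 2.43 at 1 CPM. The MYB83 median moved most against the VND7 control, to -0.38. It turned to 0.0043 with equal numbers of the deepest barcodes and to 0.078 against the library labelled MYB46 control. In the VND7, MYB46 and MYB83 lines in that order, the median was 3.86, 0.61 and -0.04 for cellulose, 2.37, 0.58 and -0.06 for xylan, and 4.00, 0.85 and -0.03 for lignin polymerization. It was 2.69, 0.33 and -0.05 for programmed cell death and 0.29, 0.09 and -0.02 for xylem transcription factors, the transgenes included. The monolignol synthesis genes, which make the precursors of lignin, had medians of -0.82, 1.48 and 0.09, below every random list in the VND7 line and above every one in the MYB46 line.

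Among the marker lists, the xylem markers had medians of 4.00, 0.85 and -0.11. Root hair cell markers had medians of 0.99, -0.12 and -0.07, the last of which turned to 0.01 with TMM factors. Non-hair epidermis markers stood at 0.41, -0.75 and -0.35, cortex markers at -1.07, -0.19 and -0.76, and endodermis markers at -1.61, -0.11 and -0.41. Root cap markers stood at -0.28, -0.09 and -0.30, dividing cell markers at 0.21, -0.18 and 0.33, pericycle and stele markers at -0.01, 0.13 and 0.02, and phloem markers at -0.01, 0.04 and -0.01. Under library-size, TMM and DESeq2 scaling the sign of a list's median differed only for the root hair cell markers in the MYB83 line.

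**Figure D2:**
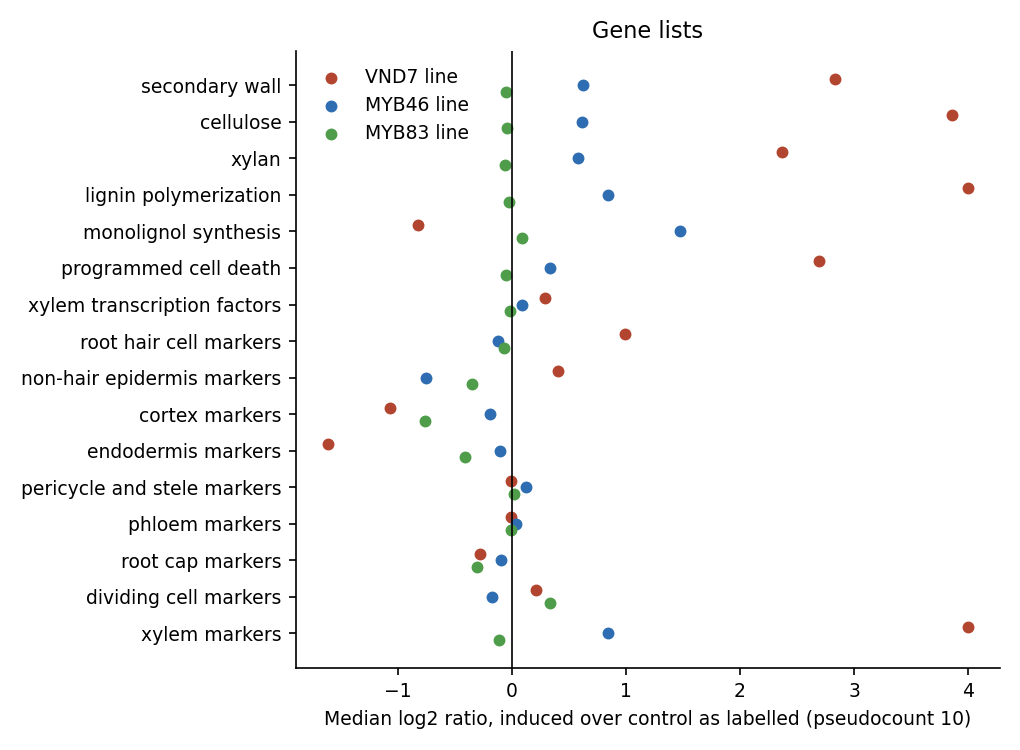
Median log2 ratio of CPM, induced over control as labelled (horizontal axis, pseudocount 10), of each gene list (vertical axis) in the 3 lines, 1 point per line. The secondary wall list lies at 2.83 in the VND7 line and 0.62 in the MYB46 line, and the monolignol synthesis genes lie at -0.82 and 1.48 in these lines.

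Of 12299 genes with 50 or more UMIs in the VND7 line, 1808 had a log2 ratio of 1 or more and 788 of -1 or less. In the MYB46 line 1527 of 16396 genes lay at 1 or more and 90 at -1 or less, and in the MYB83 line 168 and 156 of 15674. These counts depended on the control library. The MYB46 induced library had 523 genes at 1 or more and 450 at -1 or less against the library labelled MYB83 control. The MYB83 induced library had 700 and 15 against the library labelled MYB46 control, where the VND7 induced library had 3202 and 2844. Against the VND7 control, the MYB46 induced library had 3872 and 1699. The highest ratios in the VND7 line were those of the xylem cysteine protease genes XCP1 (5.81) and XCP2 (4.90), MEE23 (5.17), AT5G51890 (5.05) and the laccase gene LAC11 (4.75). XCP1 rose from 79 to 10863 UMIs, 73.3-fold in CPM (58.8 to 92.7). The lowest were AT3G55230 (-3.99), AT5G39580 (-3.99), AT2G38870 (-3.84), EXT4 (-3.73) and ACA2 (-3.59).

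In the MYB46 line the highest ratios were those of AT5G01380 (5.56), AT5G16010 (5.50), AT2G45220 (5.46), ABCG40 (5.44) and AT2G32190 (5.29). The library labelled MYB46 control was the lowest of all 6 for AT5G01380, with 0.828 CPM against 499.5 in the induced library, 1102 in the VND7 control and 88.0 in the library labelled MYB83 control. AT5G16010 and AT2G32190 were also higher in the VND7 control, at 660 and 1837.5 CPM, than in the MYB46 induced library, at 483 and 981. The lowest ratios were those of AT5G44585 (-2.55), AT4G20362 (-2.23), AT1G62480 (-2.20), AGT (-2.02) and AT2G41810 (-2.0). In the MYB83 line the highest were AT4G32330 (4.77), AN3 (2.35), AT1G73620 (2.29), PDF2.5 (1.92) and MIPS3 (1.82), and the lowest AT2G33830 (-2.60), JAL33 (-2.54), MRD1 (-2.24), NRT2.6 (-1.92) and AT3G25150 (-1.86). AT4G32330 had 3442 UMIs in the MYB83 induced library and 3 in the library labelled MYB83 control, and MRD1 had 3 and 161. MRD1 had 576 UMIs in the MYB46 induced library and 0 in the library labelled MYB46 control. Another control library moved the named genes most, except AT1G62480, and turned the direction of several in each line. AT1G62480 moved most with equal numbers of the deepest barcodes, to -2.70. AT5G01380 stood at -1.13 against the VND7 control, AT5G39580 at 1.87 and AT4G32330 at -0.12 against the library labelled MYB46 control.

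The only comparison with more than 1 library per arm asked which genes the 3 inductions changed alike. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of 17717 genes passed, 205 had an unadjusted p under 0.05, and DESeq2 called 35 genes, 27 higher and 8 lower. The spread in this test includes real differences between the 3 transgenes, and its biological coefficient of variation was 0.494. Removing the filter on low counts moved the edgeR result most, to 76 genes, 70 higher and 6 lower, of which 15 were in the secondary wall list.

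The responses of the lines were then correlated across 18527 genes to see how alike they were. Pearson's r was -0.37 between the VND7 and MYB46 lines, 0.13 between VND7 and MYB83, and -0.28 between MYB46 and MYB83. Spearman's rho was -0.38, 0.11 and -0.34. The values depended on the libraries compared. With the libraries labelled MYB46 and MYB83 control exchanged, r was -0.14, -0.30 and 0.03. Between cells with many transgene UMIs and cells with none inside each induced library, r was 0.52, 0.54 and 0.71. This was the largest shift for the pairs with MYB46, while the exchange of controls moved VND7 with MYB83 slightly more. Between whole libraries, the expression of the library labelled MYB46 control was closer to the MYB83 induced library (r = 0.955) than to the MYB46 induced library (r = 0.887). The library labelled MYB83 control was closest to the MYB83 induced library (r = 0.964), and stood at 0.673 with the VND7 control.

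To count responding cells at equal depth, each cell was thinned to 500 UMIs, which left out 55 cells of the library labelled MYB83 control and 0 of the others. At least 1 secondary wall UMI remained in 52.3% of VND7 induced cells (45.1% to 59.4%) and 17.7% of control cells (12.6% to 23.7%). The shares were 21.8% (19.3% to 24.5%) and 9.0% (6.64% to 11.9%) in the MYB46 libraries, and 9.13% (7.22% to 11.3%) and 9.08% (7.48% to 10.9%) in the MYB83 libraries, where no difference was detectable at this depth. Without thinning, which moved these shares most, they were 99.5% and 83.3%, 80.8% and 63.2%, and 64.8% and 35.0%. Without GXM1 and GXM2 the thinned shares were 51.3% and 7.07%, 14.7% and 4.2%, and 4.75% and 5.41%.

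Cortex-like cells were taken as a class not expected to build a secondary wall. In the control libraries, their share with a secondary wall UMI other than GXM1 and GXM2 was 15.2% in the VND7 control (6.34% to 28.9%, 46 cells, median depth 12235), 4.76% in the library labelled MYB46 control (0.120% to 23.8%, 21 cells, median depth 7641) and 4.35% in the library labelled MYB83 control (1.2% to 10.8%, 92 cells, median depth 1945.5). Among all cells of the same libraries the shares were 7.07%, 4.2% and 5.41%, and the cortex-like cells are too few to show a difference or to exclude one. Free RNA and a response without induction were not separated, and cortex-like cells of the VND7 control held 19.2 VND7 CPM. In the induced libraries the same share of cortex-like cells was 40.9% (22 cells, median depth 18151.5) with VND7, 12% (50 cells, median depth 10639) with MYB46 and 10% (60 cells, median depth 7362) with MYB83. These cells can carry the transgene themselves. The MYB46 interval, 4.53% to 24.3%, includes the 14.7% of all MYB46 induced cells.

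**Figure D3:**
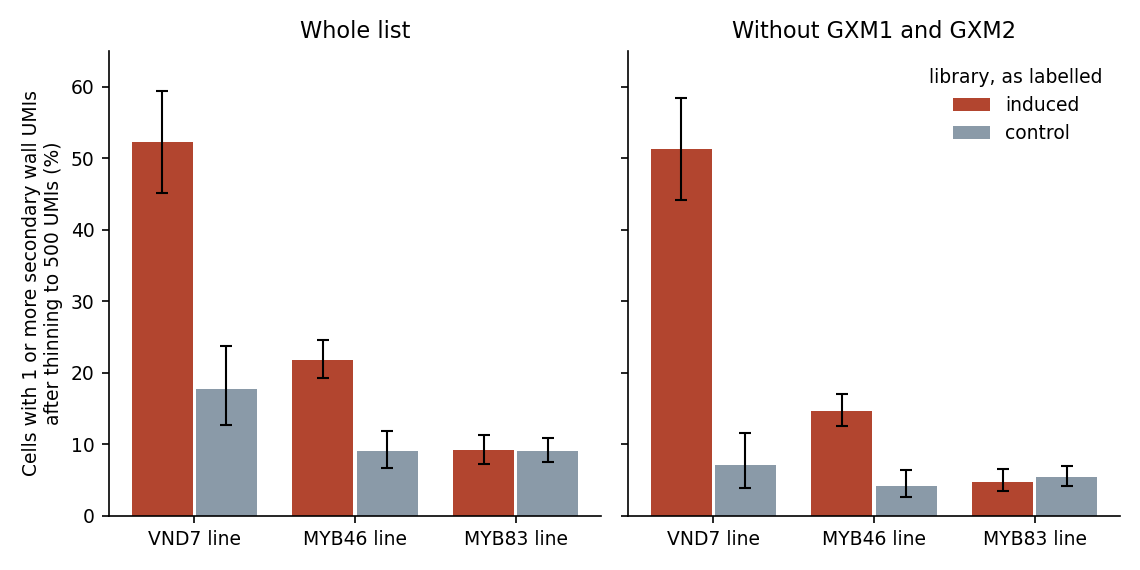
Share of cells with at least 1 secondary wall UMI after thinning to 500 UMIs (vertical axis, percent) in the induced and control library of each line, with 95% Clopper-Pearson intervals; one panel uses the whole list and the other leaves out GXM1 and GXM2. With the whole list the shares are 52.3% and 17.7% in the VND7 line, 21.8% and 9.0% in the MYB46 line, and 9.13% and 9.08% in the MYB83 line.

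The secondary wall UMIs were concentrated in a subset of the VND7 induced cells. In 34 of the 199 cells (17.1%), 10 or more of the 500 UMIs were secondary wall UMIs. The variance over the mean of these UMIs per cell was 18.0 in the VND7 induced library and 0.971 in its control, 4.00 in the MYB46 induced library and 1.03 in the library labelled MYB46 control, and 1.47 in the MYB83 induced library and 4.45 in the library labelled MYB83 control, where 1 cell held 22 of the UMIs.

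The series' question of a switch was addressed by ordering the cells of each induced library by the level of the line's own transgene. Without GXM1 and GXM2, the secondary wall list stood at 630 CPM in the 38 VND7 induced cells with no VND7 UMI, 472 in the 26 cells under 100 VND7 CPM, 1326 in the 61 cells from 100 to 1000, 7724 in the 47 cells from 1000 to 10000, and 36970.5 in the 27 cells at 10000 or more. In the MYB46 induced library it stood at 90.8, 86.5 and 87.8 CPM in the 147, 65 and 298 cells of the lower 3 levels, then at 665 in 324 cells and 998 in 166 cells. In the MYB83 induced library it stood at 78.4 in 650 cells with no MYB83 UMI, 111 in 49 cells under 100 and 146 in 98 cells from 100 to 1000. Only 3 cells lay from 1000 to 10000, with 2 UMIs of the list. With GXM1 and GXM2 the 4 levels stood at 137, 192, 396 and 1483 CPM. The transgene level and the list were read from the same cells, and neither is independent of cell depth or cell class.

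**Figure D4:**
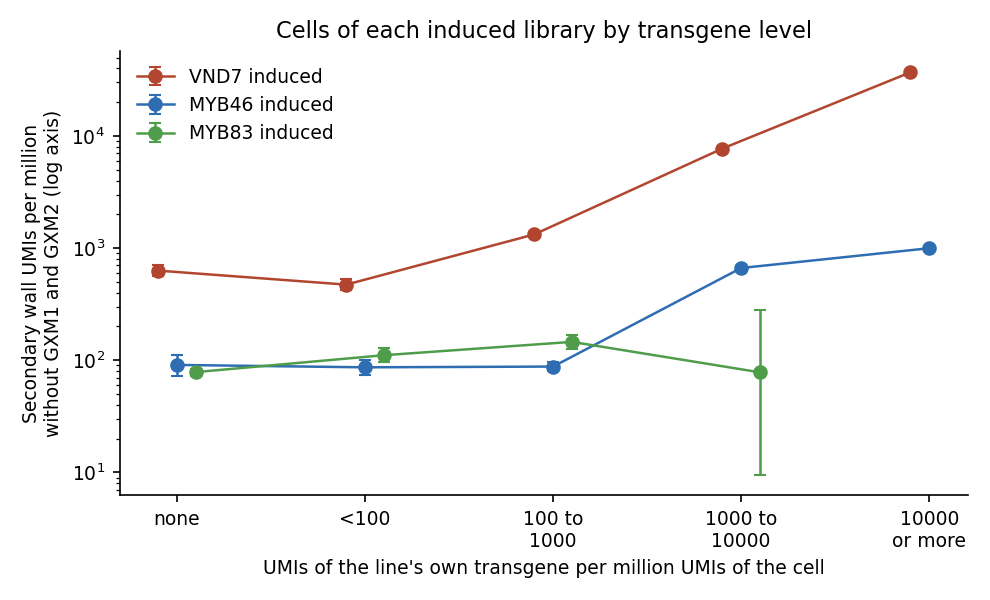
Secondary wall CPM without GXM1 and GXM2 (vertical axis, log scale) of the cells of each induced library, grouped by the CPM of the line's own transgene in the cell (horizontal axis), with 95% Poisson intervals that cover counting error only. In the MYB46 induced library the value is 90.8, 86.5 and 87.8 in the lower levels and 665 and 998 in the upper levels, and in the VND7 induced library it reaches 36970.5.

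The 3842 barcodes formed 21 clusters, of which 7 were named and held 34.4% of the barcodes, and 7 clusters drew more than 80% of their barcodes from 1 library. Such a cluster may be that library rather than a cell type. Clusters just short of the naming threshold held 12.1% and 24.2% of the VND7 induced and control cells, 24.2% and 45.2% in the MYB46 line and 22.3% and 25.4% in the MYB83 line. A xylem-like cluster held 42 of the 199 VND7 induced cells, 0 control cells, which allows a share of up to 1.52%, and 3 cells of the library labelled MYB83 control. It was led by genes that VND7 raised, so its size is not compared further.

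Within classes, each of which was 1 cluster, the secondary wall list was higher in the VND7 induced library than in its control by 2.61-fold in root hair cell-like cells (2.27 to 3.00), 3.57-fold in cortex-like cells (3.08 to 4.17), 16.5-fold in root cap-like cells (10.4 to 27.6), 2.46-fold in pericycle and stele-like cells (1.89 to 3.24) and 9.59-fold in endodermis-like cells (8.01 to 11.6). The first value rests on 12 induced barcodes at a median depth of 70015 nuclear UMIs and 22 control barcodes at 7954. Doublets were not removed. In the MYB46 line the ratio was 0.817 in root hair cell-like cells (0.697 to 0.961), 1.72 in cortex-like cells (1.23 to 2.44), 1.87 in root cap-like cells (1.12 to 3.30) and 1.56 in endodermis-like cells (0.982 to 2.49). The 27 pericycle and stele-like cells of the MYB46 induced library held 4655 CPM, and the library labelled MYB46 control had only 3 such cells. Those 27 cells held 27 of the 32 VND7 UMIs and 24 of the 44 MYB83 UMIs of their library. Their MYB46 level was 896 CPM, below the 3347 of the whole library. In the MYB83 line the ratio was 1.21 in root hair cell-like cells (1.05 to 1.41), 1.22 in cortex-like cells, 0.665 in root cap-like cells, 0.911 in pericycle and stele-like cells, 1.47 in endodermis-like cells and 0.895 in dividing cell-like cells, with intervals of the last 5 that include 1. The root cap-like, pericycle and stele-like and dividing cell-like cells of the MYB83 induced library held 0 MYB83 UMIs. Those zeros allow up to 12.6, 13.9 and 2.70 MYB83 CPM in that order. The root hair cell-like values of the MYB46 and MYB83 lines rest on GXM1 and GXM2. Without them the list held 118 CPM induced and 135 in the library labelled control in the MYB83 line, the other direction, and 135 and 137 in the MYB46 line. The largest single shift came with 10 principal components, where the log2 ratio of root cap-like cells in the MYB46 line was 4.65 in place of 0.90. Other clustering settings moved some of the other values more than this one did.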

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

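Of the tests in this part, the comparison of the control libraries with one another and the intervals inside the induced libraries were chosen only after the result was seen.

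The monolignol synthesis genes moved in opposite directions in the VND7 and MYB46 lines. Their median log2 ratio was -0.82 in the VND7 line, where 12 of 14 genes were lower, and 1.48 in the MYB46 line, where 14 of 14 were higher. The difference between the lines was not tested, because each group is 1 library. It stood out because the medians lay beyond every random list of the same size, on opposite sides. In the same VND7 libraries the secondary wall list rose by 2.83.

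Library scaling was argued against: over library-size, TMM and DESeq2 scaling the VND7 median was never above -0.82, and the MYB46 median stayed between 1.34 and 1.52. The mix of cell types could not be told apart from a change in expression. The median kept its sign in the 5 classes compared in the VND7 line, from -0.89 in cortex-like cells to -0.04 in root hair cell-like cells, and in the 4 classes of the MYB46 line, where the lowest was 0.078 in cortex-like cells. Some of these values lie close to 0, and 79.7% of the MYB46 induced cells and 83.8% of the cells of the library labelled MYB46 control belong to no named class, which keeps a contribution of the cell mix open.

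A difference between the control libraries also could not be told apart from an effect of the transgenes. The list's median was 3.02 higher in the VND7 control than in the library labelled MYB46 control, whereas the induced libraries of these lines differed by only 0.30. The opposite directions may therefore come from the controls. Inside the induced libraries, cells with many transgene UMIs differed from cells with none by -0.69 (-1.39 to -0.12) for VND7 and by 1.00 (0.43 to 1.93) for MYB46, the directions seen between libraries, but those cells can also differ in type. An effect of the transgene itself, the difference the design names, stays open as a hypothesis.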

How the results depend on the processing

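The settings with another control library (the counts of genes included), without GXM1 and GXM2, without the deepest 5% of barcodes, with contrasts inside the induced libraries, with DESeq2's size factors for the list median, and every setting for single genes were chosen only after the data were seen. Of 425 values under an alternative, 245 stayed within their interval or tolerance, 154 moved beyond it with the same sign and 26 moved beyond it and changed direction. A change of sign within the interval, as in dividing cell-like cells of the MYB83 line, is counted among the 245. The cause was not tested for any of the changes below, except where the setting's construction is named. Values are log2 ratios unless stated otherwise.

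The transgene level kept its direction in all 26 alternatives. It moved with DESeq2's size factors (VND7 6.00), with the mean over barcodes (VND7 7.73) and with equal numbers of the deepest barcodes (MYB83 4.08). The mean over barcodes gave no value for MYB83, whose control held 0 UMIs.

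The secondary wall share was highest for VND7 against the library labelled MYB46 control (5.0), and was 4.56 against the library labelled MYB83 control. The MYB46 share was 0.53 against the VND7 control and 1.35 against the library labelled MYB83 control. The MYB83 share was -1.04 against the VND7 control and reversed to 0.23 against the library labelled MYB46 control. Without GXM1 and GXM2 the shares were 4.31, 2.33 and -0.33 in the VND7, MYB46 and MYB83 lines. The mean over barcodes gave 4.53 for VND7 and 2.15 for MYB46. Without the deepest 5% of barcodes they were 3.99 and 2.07, and with DESeq2's size factors 3.32 and 1.60. TMM factors gave 3.60 for VND7 and -0.031 for MYB83. Equal numbers of the deepest barcodes gave 0.99 for MYB46 and -0.38 for MYB83.

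The list median moved with the pseudocount by construction, since a larger one shrinks the ratios of low genes. At 1 CPM it was 4.18, 2.43 and -0.20 in the VND7, MYB46 and MYB83 lines, and at 50 CPM 1.58 for VND7 and 0.20 for MYB46. Against the library labelled MYB46 control it was 3.55 for VND7 and reversed to 0.078 for MYB83. Against the library labelled MYB83 control it was 3.00 for VND7 and 0.48 for MYB46, and against the VND7 control 0.14 for MYB46 and -0.38 for MYB83. Without the deepest 5% of barcodes it was 3.00 for VND7 and 0.75 for MYB46, and with DESeq2's size factors 0.57 for MYB46. With equal numbers of the deepest barcodes it was 0.22 for MYB46 and reversed to 0.0043 for MYB83. The sign of the MYB83 values is therefore not settled by these libraries.

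The counts of genes at a log2 ratio of 1 or more and at -1 or less were recomputed only against other control libraries. They were 3202 and 2844 for VND7 and 700 and 15 for MYB83 against the library labelled MYB46 control. Against the VND7 control they were 3872 and 1699 for MYB46 and 4267 and 2232 for MYB83. With the library labelled MYB83 control they were 523 and 450 for MYB46, and 1781 at -1 or less for VND7.

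The share of cells with a secondary wall UMI depends on the UMIs per cell by construction. Shares are given in the order VND7 induced, VND7 control, MYB46 induced, library labelled MYB46 control, MYB83 induced, library labelled MYB83 control. Thinned to 250 UMIs they were 40.7%, 7.58%, 13%, 3.6%, 4.88% and 4.67%, and to 1000 UMIs 69.8%, 31.3%, 33%, 13.5%, 17.0% and 17.3%. Without thinning they were 99.5%, 83.3%, 80.8%, 63.2%, 64.8% and 35.0%. With 2 or more UMIs needed they were 35.7%, 1.52%, 6%, 0.6%, 2.13% and 1.05%, and with 3 or more 28.1%, 0%, 2%, 0%, 0.5% and 0.437%. Without GXM1 and GXM2 the shares after the first were 7.07%, 14.7%, 4.2%, 4.75% and 5.41%.

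Within cell classes, no scaling within a library gave 1.83 in root hair cell-like, 2.36 in cortex-like, 2.24 in root cap-like and 2.94 in endodermis-like cells of the VND7 line and 1.96 in endodermis-like cells of the MYB46 line. It also turned dividing cell-like cells of the MYB83 line from -0.16 to 0.11, both within an interval that includes 0. With 10 principal components root cap-like cells stood at 5.20 in the VND7 line and 4.65 in the MYB46 line, and endodermis-like cells at 3.79 and 1.89. Endodermis-like cells stood at 3.63 and 1.83 at a resolution of 0.5, and at 3.63 and 1.78 without the barcodes Scrublet marked, where root hair cell-like cells of the MYB83 line stood at 0.0096.

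Of 18 alternatives for the correlations between lines (r), 2 moved beyond the tolerance with the same sign and 4 reversed. With the libraries labelled MYB46 and MYB83 control exchanged, r was -0.14 for VND7 with MYB46, reversed to -0.30 for VND7 with MYB83, and reversed to 0.029 for MYB46 with MYB83. Inside the induced libraries it reversed to 0.52, rose to 0.54 and reversed to 0.71 for the same pairs. The other 12 alternatives moved r by less than 0.1.

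The edgeR test called 0 genes in its main form, with 205 at an unadjusted p under 0.05, and DESeq2 called 35. Without the filter on low counts edgeR called 76. Leaving out each line in turn gave 0 to 0 genes by edgeR, with 351, 1029 and 306 at an unadjusted p under 0.05 without the VND7, MYB46 and MYB83 line. All 10 of the 10 splits of the 6 libraries, the real one among them, gave as many genes as the real one. The real split gave 0 genes and no split can give fewer, so this comparison cannot decide anything. With 10 splits chance could not have been excluded in any case. The line, which pairs each induced library with its control, is a covariate of the edgeR test. By replicate number, no paired analysis was possible because each group holds 1 library and the labels number no replicates. Among the 30 named genes, 161 of 180 values kept their direction, and 55 of these moved beyond their interval. The 19 that turned were all against another control library. In the VND7 line, against the libraries labelled MYB46 and MYB83 control, they were AT3G55230 (0.20 and 0.24), AT5G39580 (1.87 and 1.19), AT2G38870 (0.83 and 0.39) and, against the former only, ACA2 (0.20). In the MYB46 line, against the VND7 control, they were AT5G01380 (-1.13), AT5G16010 (-0.44), AT2G32190 (-0.90), AT4G20362 (0.96), AGT (0.80) and AT2G41810 (1.86). In the MYB83 line they were AT4G32330 (-0.12), AN3 (-0.20), PDF2.5 (-0.44) and MRD1 (0.035) against the library labelled MYB46 control, and NRT2.6 (1.27) and AT3G25150 (0.91) against the VND7 control.

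Depth limits what cells and single genes of the MYB83 line can show. Its control had a median of 2159 UMIs per barcode, and 55 of its 1200 barcodes were too shallow to thin. For the secondary wall list median, a simulated log2 shift of 0.5 was recovered in this line as 0.47, at the 100th percentile of random lists. A simulated shift of 1 was recovered as only 0.665, so the median understates larger shifts.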

Other observations

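Of the tests in this part, those of overlapping genes and depth for AT4G32330, of plants of another line in the control libraries, and of free RNA for GXM1 and GXM2 were chosen only after the result was seen, as were the stricter gene limit of the free RNA test for VND7, all intervals from resampled cells, the separate reading of the cell class test for each library, the values within clusters without GXM1 and GXM2, the counts of genes against other control libraries, the tally of clusters, the spread of the secondary wall genes in the free RNA test, and the comparison of deeper with shallower cells for VND7.

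VND7 induced cells without a VND7 UMI held 722 secondary wall CPM, against 356 in the VND7 control. Free RNA from the cells with the most VND7 would give every gene specific to those cells about the same share in the cells without a VND7 UMI. Over 56 such genes the share spread over 4.33 percentage points from the 10th to the 90th percentile, where counting error alone gave at most 1.93. At a stricter 50-fold limit, 34 genes spread over 2.79 points against at most 1.41. The highest shares belonged to genes outside the secondary wall list, such as SHD with 17.9%. The 10 secondary wall genes other than GXM2 lay between 0.543% and 1.94%, and spread over 1.27 points by the same measure against at most 1.16. Differences between the few cells would widen that limit, so free RNA of the secondary wall genes stays open. Shallow cells whose VND7 UMIs were missed stay open too. The deeper 19 of these 38 cells held 550 CPM (471 to 637), above the control, but the shallower 19 held 1160 (979 to 1364), so missed UMIs may account for part of the level.

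The secondary wall share rose with the transgene level from cell to cell in the VND7 and MYB46 induced libraries. Cell depth was argued against there: after thinning to 1000 UMIs, VND7 induced cells with a VND7 UMI held 6.47 times the secondary wall UMIs of cells without one (5.73 to 7.33), and MYB46 induced cells 7.36 times (5.70 to 9.64). In the MYB83 induced library the ratio was 1.70, with an interval that includes 1 (0.886 to 2.99, 36 cells with a MYB83 UMI). For MYB46 the fold within 10 clusters was 3.57 (1.58 to 6.51), and 4.66 without GXM1 and GXM2 (1.69 to 9.27). This argues against differences between clusters alone, but cells of different classes inside a cluster were not separated. In the 27 pericycle and stele-like cells of that library VND7 stood at 134 CPM and MYB83 at 119. Over the whole library they stood at 2.33 and 3.21. For VND7 the fold within 4 clusters was 1.74 (1.05 to 2.92), and 1.70 without GXM1 and GXM2 (0.982 to 2.92), against 7.17 over all cells. The rise with VND7 and the class of the cells therefore cannot be told apart, since only 60 cells with VND7 and 32 without it share those clusters. In the MYB46 induced library the list without GXM1 and GXM2 was flat up to 1000 CPM of MYB46 and higher above it. With GXM1 and GXM2 it stood at 142 CPM (119 to 168) with no MYB46 UMI and 202 (182 to 224) under 100 MYB46 CPM. From 100 to 1000 it stood at 166 (155 to 177), so the whole list was not flat. The step above 1000 may be a threshold, but free MYB46 RNA in cells that do not express it would look alike. No test here separates these.

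The secondary wall share of the MYB83 induced library was not higher than that of its labelled control. Against the library labelled MYB46 control it was 1.17 times as high (1.09 to 1.25). Within 16 clusters, the ratio to its labelled control was above 1 in 7 and below 1 in 9. The interval lay above 1 in 2 of them, cluster 1 at 1.21 and cluster 3 at 1.55 (1.11 to 2.20), and below 1 in 0. MYB83 stood at 162 CPM in these 2 clusters of the MYB83 induced library and at 12.9 in its other clusters. Without GXM1 and GXM2, cluster 1 turned, to 118 CPM induced and 135 in the library labelled control, and cluster 3 stayed higher, at 173 and 98.7. The transgene level reached there cannot be told apart from a weaker factor. MYB46 induced cells with as little MYB46 as the MYB83 cells had of MYB83 stood at 1.24 times the library labelled MYB46 control without GXM1 and GXM2 (1.11 to 1.39, 342 cells). MYB46 induced cells with no MYB46 UMI stood at 1.29 (1.02 to 1.62), so the former value shows no response to a low level. With GXM1 and GXM2 the values were 1.18 (1.09 to 1.27) and 0.953 (0.793 to 1.14), and the MYB46 UMIs of the low cells may be free RNA. Dilution among many cells without the transgene also stays open. Without GXM1 and GXM2, MYB83 induced cells with a MYB83 UMI held 1.60 times the list of cells without one (1.41 to 1.81), and 1.17 times within clusters (0.969 to 1.43). With these 2 genes the ratios were 2.11 (1.94 to 2.31) and 0.894.

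The highest ratios of the MYB46 line belonged to 412 genes with a log2 ratio of 2 or more, here called stress genes as a working name only. The mix of cells cannot be told apart from MYB46. The lowest median over classes was 1.2, but the genes were chosen by their ratio between these same 2 libraries, which keeps the median above 0 in part by construction. Handling of the libraries cannot be told apart from MYB46 either. MYB46 induced cells without a MYB46 UMI already stood 1.58 above the library labelled MYB46 control, and cells at 10000 CPM of MYB46 or more stood 3.71 above it. The other 4 libraries, none induced for MYB46, stood above it by 3.34 (VND7 control), 2.77 (VND7 induced), 1.65 (library labelled MYB83 control) and 1.47 (MYB83 induced). All these values rest on the control by which the genes were chosen, which raises them in part by construction. Over all genes, without that choice, the MYB83 induced library had 700 genes at a log2 ratio of 1 or more over this control and 15 at -1 or less, but the VND7 induced library had 3202 and 2844. A low level of many genes in that control may account for part of the ratios, which these counts do not settle.

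The negative correlation of the VND7 and MYB46 responses, r = -0.37 across genes, cannot be told apart from differences between libraries that are not the transgene. Inside the induced libraries the same correlation was 0.52. Those contrasts share their own sources of likeness, such as cell type and cell depth, so they do not settle it either.

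AT4G32330 had 2955 and 3442 UMIs in the library labelled MYB46 control and the MYB83 induced library, 2576 in the MYB46 induced library, and 87, 2 and 3 in the VND7 induced library, the VND7 control and the library labelled MYB83 control. Its overlapping neighbour in TAIR10.1, AT4G32340, had at most 2 UMIs in any library. Reads of AT4G32340 counted as AT4G32330 would also leave it low, and how such reads were treated is not given. Reads of an overlapping gene therefore stay open. The library labelled MYB83 control held at most 3 UMIs of AT4G32330 in any class of cells, against 151 to 385 CPM in 7 classes of the MYB83 induced library, which argues against the cell mix. Depth was argued against too, since 1184 UMIs would have been found at the induced level. MRD1 was the reverse, with 0 and 3 UMIs in the library labelled MYB46 control and the MYB83 induced library and 161, 576, 79 and 45 in the library labelled MYB83 control, the MYB46 induced library, the VND7 induced library and the VND7 control. No biological explanation was tested for either gene.

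VND7 UMIs were present in the library labelled MYB83 control, 46 in 29 cells. Reads carried over from the VND7 induced library were argued against, since 0 of these barcodes were also VND7 barcodes there. VND7's own expression in xylem cells stays open. Outside xylem-like cells, cells with VND7 UMIs held 1.94 times the secondary wall list of the others without GXM1 and GXM2 (1.19 to 3.01). The 3 xylem-like cells held 4 of 45 UMIs, at 1045 VND7 CPM (285 to 2675), the densest of the classes. Of the 45 UMIs, 35 lay in clusters 1 and 3, the root hair cell-like and an unnamed cluster. Plants of the VND7 line in that library cannot be told apart from VND7's own expression. AT4G32330 stood at 0.713 CPM there and 0.808 in the VND7 control, and VND7 stood at 43 CPM in clusters 1 and 3 against 2.97 elsewhere, whereas the VND7 control held 22.4 and 19.6.

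MYB83 UMIs were present in the library labelled MYB46 control, 23 in 14 cells. Carried-over reads were argued against, with 0 shared barcodes. MYB83's own expression in xylem cells was argued against, since cells with MYB83 UMIs held 1.08 times the secondary wall list of the others without GXM1 and GXM2 (0.590 to 1.83). Of the 23 UMIs, 20 lay in clusters 1 and 3, at 31.4 CPM against 0.332 elsewhere, as in the MYB83 induced library with 162 against 12.9. Plants of the MYB83 line in that library stay open. MRD1 would have given 406 UMIs at the level of the MYB46 induced library and gave 0, and AT4G32330 stood at 306 CPM there and 281 CPM in the MYB83 induced library. A candidate explanation is that control libraries hold plants of a line other than the label says. It was read from the data after the fact, no sample was regrouped on it, and a difference between seed batches or plants within a line would look alike.

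GXM1 and GXM2 made up much of the secondary wall list in the control libraries. Free RNA would give all cells a like share. In root hair cell-like cells GXM1 was higher than in the other cells by 3.56-fold in the VND7 control, 8.59-fold in the library labelled MYB46 control and 4.67-fold in the library labelled MYB83 control, and GXM2 by 28.9-fold, 166-fold and 33.5-fold. This argues against free RNA as the source of that excess. GXM1 UMIs were more numerous in the other cells of each control library, and the test does not cover those. These genes have a close copy, GXM3, and how shared reads were counted is not given in the sources used here. No biological explanation was tested.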
